A study of Mus musculus with 24 samples.

How the data were processed

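Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on E14 mouse embryonic stem cells grown in serum and LIF. The cells carried a genotype labelled as a Nelfb degron, in which NELFB, a subunit of the negative elongation factor (NELF), bears an HA epitope tag and can be degraded with the small molecule dTAG-13. The series lists 24 samples in 14 groups. Peak lists were analysed for the 6 control libraries, which are 2 of NELFB:HA (immunoprecipitated through the HA tag), 2 of NELFE (another NELF subunit) and 2 of SPT5 (a subunit of the DSIF elongation factor). The other 18 samples are not analysed here. They include 7 samples treated with 500 nM dTAG-13 for 30 min and 10 samples of the naive and EpiLC part of the series. The effect of NELFB loss and the change between pluripotent states are therefore not reported. Groups and replicate numbers were taken from the sample titles.

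Peaks were called by the authors with MACS 2.1.1.20160309 on each ChIP library against an input, one library at a time and without pooling replicates, per the file headers. The headers give a p-value cutoff of 0.01 for strong regions and of 0.1 for the weak regions that join them in broad mode. They give no fragment model, an extension of each tag to 227 bp in the NELFB:HA and NELFE lists and to 206 bp in the SPT5 lists, an effective genome size of 1.87e+09 bp and at most 1 tag kept per position. The larger of ChIP and input was scaled to the smaller. Neither the headers nor the labels name the aligner, the read filters or the genome build. The deposited pileup signal is the mean ChIP coverage of a region after that scaling, per the file headers, so it is not comparable between libraries of different depth. The deposited fold enrichment is the ratio of that coverage to the local input background. The deposited −log10 p-value and −log10 q-value are means over the region. All 6 headers say that q is not calculated, but the column holds values of 0 and above, and these were used as the authors' q-values. Regions end where the authors' weak cutoff ends, so a list holds many regions close to the threshold.

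The depth of each library was read from the headers. After filtering, the NELFB:HA libraries held 41312333 and 29656999 tags, the NELFE libraries 40260648 and 28944909 and the SPT5 libraries 27324697 and 62312558. The 4 NELFB:HA and NELFE libraries had 50 bp tags and an input each, of 38240408, 38427034, 32566070 and 26160905 filtered tags. The SPT5 libraries had 100 and 101 bp tags and shared 1 input of 50899697 tags. The headers thus name 5 inputs, where the labels list 1 input sample for the controls. The other inputs in the labels belong to the dTAG-13 samples and to the naive and EpiLC part of the series. By tag length and input, the SPT5 libraries form a sequencing batch of their own, so for any comparison with SPT5 the antibody and the batch cannot be told apart, and no within-batch value exists.

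Regions on the 19 autosomes, X and Y were used, and no list named another sequence. Coordinates are those of the authors' files, counted from 1, on the build the files use. Overlap between a pair of lists was the percent of regions of the shorter list that shared at least 1 bp with a region of the other. It was set against 1000 circular shifts of one list along each chromosome, each chromosome being taken from the first to the last region of any list. The smallest p these shifts can give is 0.001. Agreement in strength was the Spearman correlation of −log10 p over overlapping regions, a correlation across regions, which are not independent replicates. Differences between antibodies in a value per library were set against the pooled SD and tested with a two-sided exact permutation test, whose smallest p with 2 libraries against 2 is 0.333. There were 3 comparisons per family, and Benjamini-Hochberg adjusted values are given. Percentages of a single library or pair have 95% Wilson intervals, which cover counting error alone. Scores and folds are the authors' own and were used to describe, rank or filter regions within a list.

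Pairing of same-numbered libraries comes from the replicate numbers of the titles. The file headers number the NELFB:HA and NELFE libraries differently from the titles, though in the same order. Same-numbered values with SPT5 therefore rest on the titles alone and are less certain. It was checked through the correlation, between antibodies, of the rank difference of −log10 p between replicates 1 and 2. This used the 11853 regions merged from the q-value of 0.01 or less in any list that had a peak in all 6 full lists. The regions named individually were the 5 merged regions, among those with a peak in all 6 libraries, with the highest mean within-library percentile of −log10 p, a rule set before the data were examined. The share of a library's covered length that lies in regions over 5 kb and the sharing of replicated regions at a q-value of 0.01 or less were chosen after seeing the data.

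The alternatives fixed before the data were examined were the higher-scoring regions of each list, equal numbers of regions, the highest-scoring 10000 regions, 50% overlap of both regions, all named sequences, leaving out each replicate number, and same-numbered libraries only. A q-value threshold of 0.01 and ranking by fold enrichment were added after seeing the data. Promoter shares, genes with a promoter peak and a gene list set in advance were planned and not run, because neither headers nor labels name the build, so gene coordinates were not used here. No region is therefore assigned to a gene, exon or intron. The overlap and rank code was checked on 20000 regions drawn from the first NELFE list, with simulated partner lists. The planted and recovered overlap differed by 0 percentage points, and a planted Spearman rho of 0.582 was recovered as 0.581. Partners that touched a region beyond the planted share had been removed with the same overlap code. The close recovery is therefore largely built in, and says nothing of overlap by position alone in the full lists. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.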

Results

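NELF and DSIF bind RNA polymerase II soon after it starts transcription and take part in its pausing near the start of genes. The series asks how pausing bears on transitions between pluripotent states. The genome-wide sites of 2 NELF subunits, NELFB (through its HA tag) and NELFE, and of the DSIF subunit SPT5 were measured by ChIP-seq in control mouse E14 embryonic stem cells, with 2 libraries per antibody. Each library has the authors' own broad peak list. No pair of replicate lists shared a region with identical coordinates, so each library was counted as a separate sample.

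The lists differed widely in length. The NELFB:HA libraries held 343503 and 447756 peaks (mean 395630 ± 73718, SD, n = 2), from 41312333 and 29656999 filtered tags. The NELFE libraries held 203679 and 217115 peaks (210397 ± 9500.7, SD, n = 2), from 40260648 and 28944909 tags. The first SPT5 library held 462153 peaks from 27324697 tags and the second 137102 peaks from 62312558 tags (299628 ± 229846, SD, n = 2). For each antibody the deeper library had the shorter list. Peak numbers were higher in NELFB:HA than in NELFE by 185232, more than the pooled SD of 52557.6, with an exact two-sided permutation p of 0.333, the smallest that 2 libraries against 2 can give (adjusted p of 1 over 3 comparisons). The difference of 96002 between NELFB:HA and SPT5 lay within the pooled SD of 170680 (exact p of 1, adjusted p of 1). The difference of −89230.5 between NELFE and SPT5 lay within the pooled SD of 162664 (exact p of 1, adjusted p of 1).

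Most of these peaks were weak. The median fold enrichment over input, as the authors computed it, ranged from 1.64 to 1.87 across the 6 lists. Peaks with a deposited q-value of 0.01 or less made up 2.97% of the first NELFB:HA list (95% Wilson interval 2.91 to 3.03) and 1.85% of the second (1.81 to 1.89). They made up 5.52% (5.42 to 5.62) and 5.42% (5.33 to 5.52) of the NELFE lists. In the SPT5 lists they made up 1.51% (1.48 to 1.55) and 6.08% (5.95 to 6.20). At this threshold the counts were far closer, at 10198 and 8291 peaks for NELFB:HA (9244.5 ± 1348.5, SD, n = 2), 11234 and 11770 for NELFE (11502 ± 379, SD, n = 2) and 6978 and 8329 for SPT5 (7653.5 ± 955.3, SD, n = 2). This threshold was chosen after the data were seen, and moved the difference between NELFB:HA and NELFE more than any other alternative. It reversed the difference between NELFB:HA and NELFE to −2257.5, more than its pooled SD of 990.4 (exact permutation p of 0.333, adjusted p of 0.5). It also reversed the difference between NELFE and SPT5 to 3848.5, more than its pooled SD of 726.7 (exact permutation p of 0.333, adjusted p of 0.5). The difference between NELFB:HA and SPT5 kept its direction, at 1591, more than its pooled SD of 1168.5 (exact permutation p of 0.667, adjusted p of 0.667). It lay within the SD of the same-numbered differences, 2303.8. The differences from SPT5 in the full lists moved further when a replicate number was left out, to between −118650 and 310654 for NELFB:HA and between −258474 and 80013 for NELFE.

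**Figure D1:**
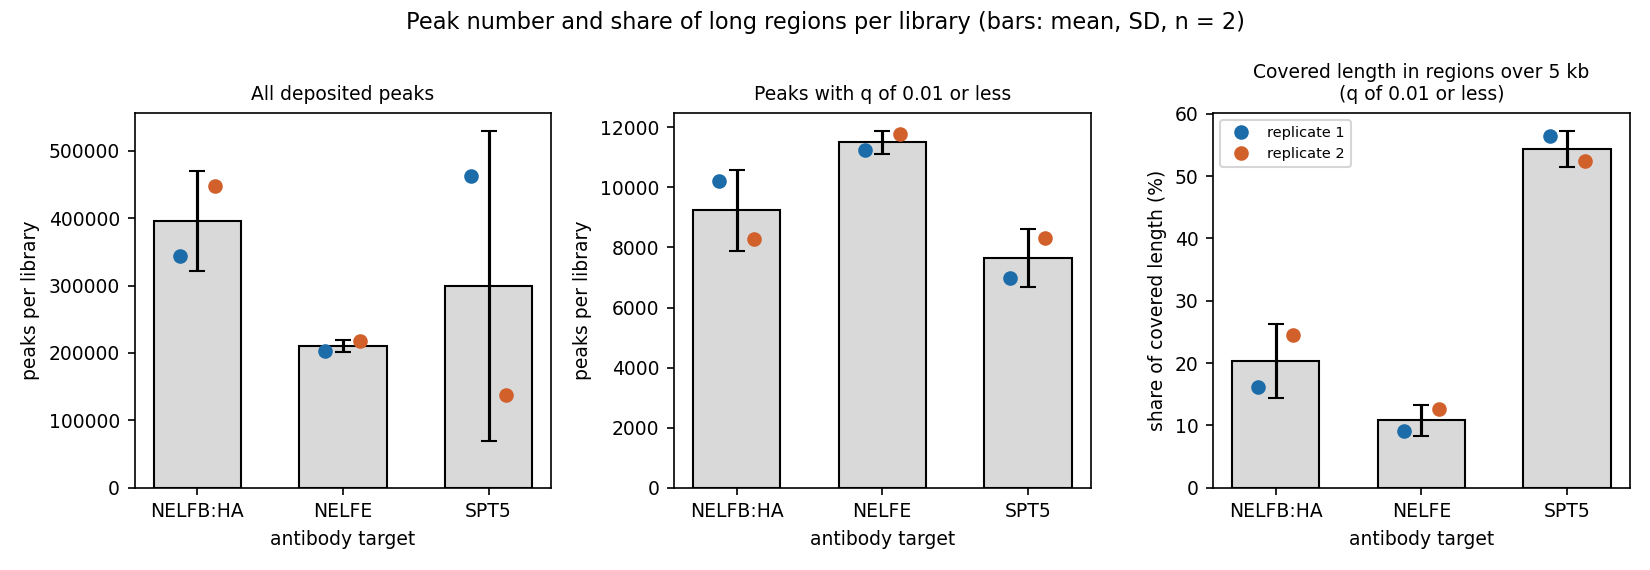
Peaks per library in the full lists (left), peaks per library with a q-value of 0.01 or less (middle) and the percent of the covered length of the latter that lies in regions over 5 kb (right), by antibody. Points are libraries, bars the mean and error bars the SD of 2 libraries; the SPT5 libraries spread from 137102 to 462153 peaks in the full lists but from 6978 to 8329 at the q-value threshold.

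The overlap of replicates measured how repeatable the lists were. Of the 343503 peaks of the shorter NELFB:HA list, 48.7% (95% Wilson interval 48.5 to 48.9) overlapped a peak of the other replicate by at least 1 bp, against a mean of 40.4% after circular shifts. For NELFE the overlap was 29.0% (28.8 to 29.2) against 16.5% after shifts. For SPT5 it was 59.4% (59.1 to 59.6) against 38.3%. Each observed overlap exceeded all 1000 shifts (p of 0.001, the smallest they can give), but the ratio of observed to shifted overlap was only 1.205 for NELFB:HA, 1.76 for NELFE and 1.55 for SPT5. The full lists covered 361.7 and 553.7 Mb for NELFB:HA, 187.9 and 204.8 Mb for NELFE, and 514.8 and 151.3 Mb for SPT5.

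Among strong peaks the replicates overlapped far more. Of the highest-scoring 10000 peaks of each list, 85.1% (84.4 to 85.8) were shared between the NELFB:HA replicates, 91.3% (90.7 to 91.8) between the NELFE replicates and 81.6% (80.9 to 82.4) between the SPT5 replicates, against 1.77% to 2.79% after shifts. At a q-value of 0.01 or less the overlap was 95.4% (94.96 to 95.86) for NELFB:HA, 92.3% (91.7 to 92.7) for NELFE and 94.2% (93.6 to 94.7) for SPT5. By rank, at least 99.5% of the 1000 strongest peaks of any library overlapped a peak of the full list of the other replicate. Between ranks 10001 and 20000 this fell to 62.9% and 43.5% for the NELFB:HA libraries, 60.6% and 59.7% for the NELFE libraries, and 36.4% and 70.6% for the SPT5 libraries. Beyond rank 100000 the overlap was within 7 percentage points of the shifted lists in the NELFB:HA, NELFE and first SPT5 libraries, and in the second SPT5 library it was 48.3% against 34.4%. In the NELFE libraries it was 22.3% against 16.1% and 20.9% against 15.1%. In proportion to the shifted overlap, the excess in NELFE was thus about that of the second SPT5 library. It was smaller in the NELFB:HA and first SPT5 libraries.

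**Figure D2:**
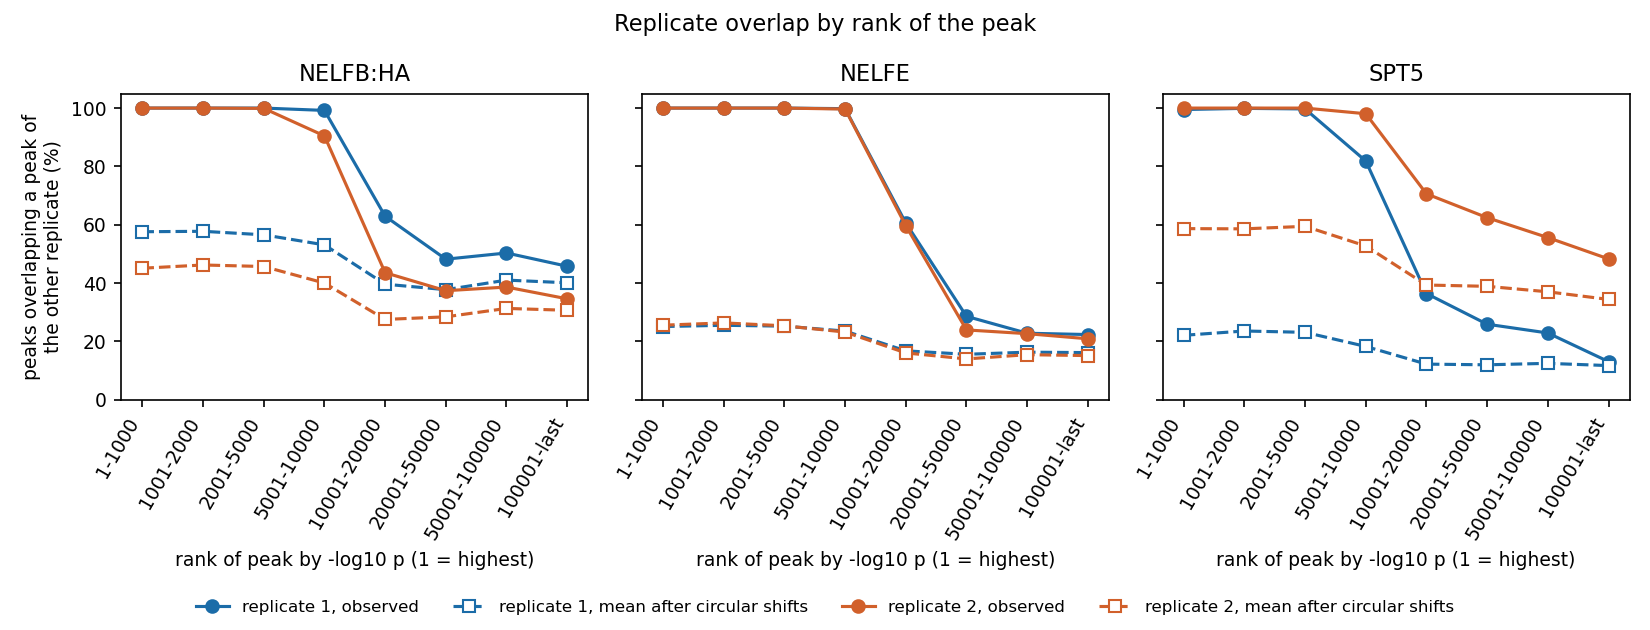
Percent of the peaks of each library that overlap any peak of the other replicate (y axis) by rank class of −log10 p (x axis, strongest first), for each antibody. Filled circles are observed values and open squares the mean after circular shifts; observed overlap is at least 99.5% in the strongest class and drops steeply past rank 10000.

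The strengths of overlapping peaks were also compared. Over all overlapping peaks the Spearman correlation of −log10 p between replicates was 0.252 for NELFB:HA (167240 peaks), 0.586 for NELFE (59143 peaks) and 0.426 for SPT5 (81386 peaks). At a q-value of 0.01 or less it rose to 0.842 (7912 peaks), 0.906 (10364 peaks) and 0.706 (6574 peaks). These are correlations across peaks of a pair of libraries, and no p-value is given because peaks are not independent replicates.

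The comparison between antibodies asked whether the factors were found at the same sites. Over the 4 library pairs of each comparison, the full lists overlapped by 45.05% ± 6.44 (SD) for NELFB:HA and NELFE, by 47.6% ± 4.65 for NELFB:HA and SPT5, and by 41.0% ± 8.63 for NELFE and SPT5. The corresponding means after circular shifts were 33.1%, 37.1% and 27.1%. Every one of these library pairs exceeded all shifts (p of 0.001, the smallest they can give). Overlaps between antibodies were of the size of the replicate overlaps of 29.0% to 59.4%. Because the lists differ in length, this cannot decide whether they separate the antibodies. With equal numbers of peaks, replicates shared 25.0% for NELFB:HA, 24.8% for NELFE and 28.8% for SPT5. Between antibodies the values were then 24.4% ± 0.657, 25.3% ± 0.922 and 25.3% ± 0.837, so only the SPT5 replicates stood above them. The q-value threshold of 0.01 moved the overlap between antibodies most. It was then 95.4% ± 2.12 for NELFB:HA and NELFE, 89.8% ± 3.86 for NELFB:HA and SPT5, and 94.97% ± 0.877 for NELFE and SPT5. For NELFB:HA and NELFE and for NELFE and SPT5 these were near the replicate overlaps at that threshold. All 4 pairs of NELFB:HA and SPT5 lay below the replicate overlaps of both antibodies at that threshold. The lowest, the second NELFB:HA library with the second SPT5 library, reached 85.2% (84.4 to 85.9). Those lists were of nearly equal length, at 8291 and 8329 peaks. List length matters at this threshold too. As a share of the longer list, replicates overlapped by 77.8% for NELFB:HA, 87.7% for NELFE and 79.0% for SPT5. Antibody pairs then ran from 69.0% to 84.9% for NELFB:HA and NELFE and 65.8% to 83.5% for NELFB:HA and SPT5. For NELFE and SPT5 they ran from 58.3% to 71.4%. These values therefore cannot rank the antibody pairs. The lower overlap of NELFB:HA with SPT5 was not seen for each pair among the highest-scoring 10000 peaks, where lists are of equal length. There the first NELFB:HA and second SPT5 libraries shared 84.1%, above the 81.6% of the SPT5 replicates. The remaining pairs of NELFB:HA and SPT5 shared 76.0% to 80.9%. Mean overlaps among these 10000 were 79.9% for NELFB:HA and SPT5 and 81.8% for NELFE and SPT5. With the replicate number as a block, taking same-numbered libraries alone, the full-list overlaps were 45.1%, 50.2% and 41.5%. The pairing check gave correlations of 0.00437 for NELFB:HA and NELFE, −0.0192 for NELFB:HA and SPT5, and −0.0116 for NELFE and SPT5, so the ranks of regions did not deviate together in same-numbered libraries. That check takes out differences that affect a whole library, and there the NELF libraries did share a direction. From replicate 1 to replicate 2, both NELFB:HA and NELFE had fewer tags and more peaks, and their median widths rose from 836 to 944 bp and from 750 to 756 bp. In SPT5, tags rose and peaks fell. The block leaves a difference of means as it is and changes its spread. For the 185232 peaks between NELFB:HA and NELFE, the SD of the same-numbered differences was 64217.3.

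**Figure D3:**
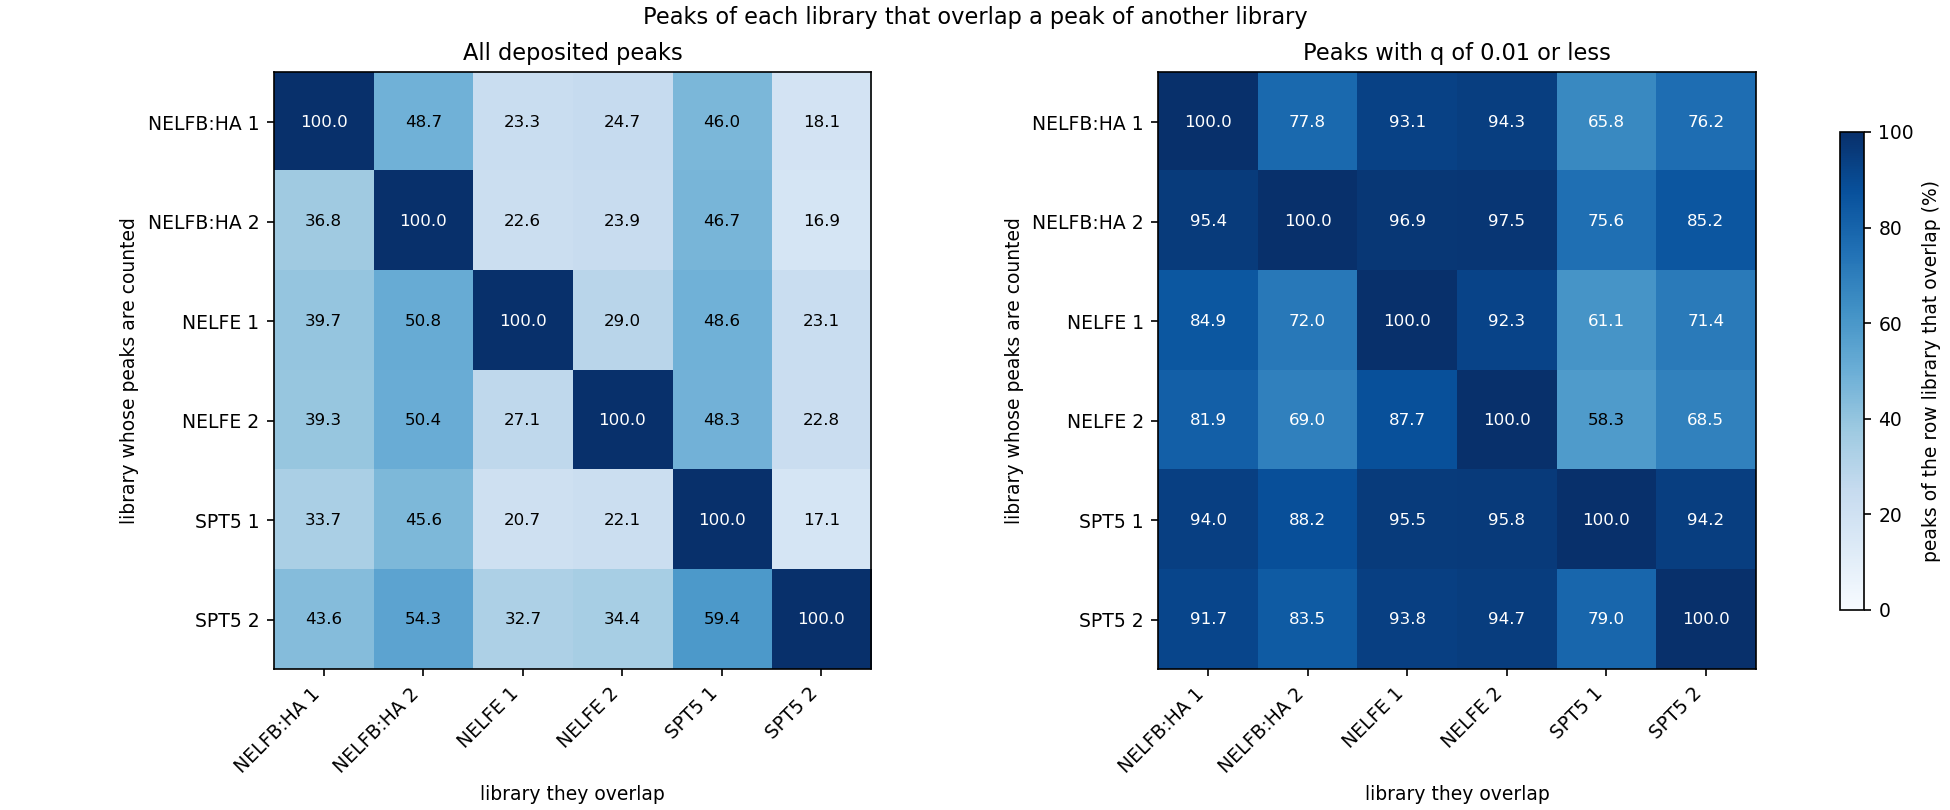
Percent of the peaks of the library in each line of the grid (y axis) that overlap a peak of the library in each column (x axis), for the full lists (left) and for q-values of 0.01 or less (right). Off the diagonal, values run from 16.9% to 54.3% between antibodies in the full lists, and from 58.3% to 97.5% at the threshold, where values depend on which list is longer.

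Regions that passed a q-value of 0.01 in both replicates were then compared between antibodies, a comparison chosen after the data were seen. There were 7862 such regions for NELFB:HA, 10270 for NELFE and 6500 for SPT5. Of the NELFB:HA regions, 98.4% (95% Wilson interval 98.1 to 98.7) overlapped a NELFE region and 77.1% (76.1 to 78.0) an SPT5 region. Of the SPT5 regions, 97.2% (96.8 to 97.6) overlapped a NELFE region and 91.2% (90.5 to 91.8) a NELFB:HA region. Of the NELFE regions, 76.0% (75.1 to 76.8) overlapped a NELFB:HA region and 63.6% (62.6 to 64.5) an SPT5 region. Merged over antibodies there were 10271 regions, of which 5872 (57.2%) were found with all 3 antibodies, 1684 (16.4%) with both NELF subunits but not SPT5, 2024 (19.7%) with NELFE alone, 402 (3.91%) with NELFE and SPT5, 166 (1.62%) with SPT5 alone, 113 with NELFB:HA alone and 10 (0.0974%) with NELFB:HA and SPT5. Absence at this threshold was not absence of a peak. Of the NELFE regions, 99.6% overlapped an SPT5 peak of any strength in the full lists. After 100 circular shifts a mean of 62.4% still did so (at most 64.2%). A touch of 1 bp counts, and the SPT5 lists hold many scattered peaks, covering 514.8 and 151.3 Mb of a span of 2661 Mb. The share of NELFE regions shared with SPT5 moved most at a q-value of 1e-05 or less, to 43.5%.

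Peak widths were compared as library medians. In the full lists the median width was 890 ± 76.4 bp for NELFB:HA, 753 ± 4.24 bp for NELFE and 764 ± 66.5 bp for SPT5 (SD, n = 2 each). NELFB:HA peaks were wider than NELFE peaks by 137 bp, above the pooled SD of 54.1 bp (exact permutation p of 0.333, adjusted p of 0.5). They were wider than SPT5 peaks by 126 bp, above the pooled SD of 71.6 bp (exact permutation p of 0.333, adjusted p of 0.5). The difference of −11 bp between NELFE and SPT5 lay within the pooled SD of 47.1 bp (exact permutation p of 1, adjusted p of 1). With the replicate block the SDs of the differences were 72.1, 142.8 and 70.7 bp in that order. The 126 bp between NELFB:HA and SPT5 thus lay within its blocked spread, and the 137 bp between NELFB:HA and NELFE above its own. At a q-value of 0.01 or less the difference between NELFB:HA and SPT5 reversed to −381 bp, within its pooled SD of 388.3 bp, and that between NELFE and SPT5 was −785.8 bp, above its pooled SD of 361.4 bp (exact permutation p of 0.667 and 0.333, adjusted p of 0.667 and 0.5).

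The antibodies also differed in long regions, a measure chosen after the data were seen. Regions over 5 kb held 16.2% and 24.6% of the covered length of the q-value 0.01 regions in the NELFB:HA libraries (20.4% ± 5.90, SD, n = 2) and 9.09% and 12.6% in the NELFE libraries (10.8% ± 2.47, SD, n = 2). In the SPT5 libraries they held 56.4% and 52.4% (54.4% ± 2.88, SD, n = 2). The covered length itself was 23.2 ± 1.09 Mb, 23.7 ± 2.21 Mb and 29.2 ± 0.393 Mb. The share of long regions was lower in NELFB:HA than in SPT5 by a difference of −34.0 percentage points (pooled SD 4.64) and in NELFE than in SPT5 by a difference of −43.6 (pooled SD 2.68). Between NELFB:HA and NELFE the difference was 9.55 points (pooled SD 4.52). Each of these 3 exact permutation tests gave a p of 0.333 (adjusted p of 0.333), the smallest possible. With the replicate block the SDs of the differences were 8.78, 5.35 and 3.43 points in that order. SPT5 and the NELF antibodies were sequenced in different batches, so no value within a batch can be given. The longest region was 89361 bp in the second SPT5 library, on chromosome 15 from 37992575 to 38081935, and 20992 bp in any NELF library, on chromosome 16 from 22397651 to 22418642 in the second NELFE library. These regions were picked after their lengths were seen.

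Of 816416 regions merged from the 6 full lists, 29327 (3.59%) held a peak in all 6 libraries and 52.8% a peak in 1 library. The 5 with the highest mean percentile of −log10 p are given by the coordinates of the authors' files. The first lies on chromosome 12 from 91584197 to 91593749. Its fold enrichment over input was 16.8 and 11.6 in the NELFB:HA libraries, 20.1 and 18.4 in the NELFE libraries, where it ranked 1 and 13, and 7.04 and 6.73 in the SPT5 libraries. The second, on chromosome 1 from 36305309 to 36309834, had fold enrichments of 14.8 and 11.1 for NELFB:HA, 12.5 and 12.9 for NELFE, and 10.1 and 8.50 for SPT5. The third lies on chromosome 19 from 44560250 to 44565620. It had fold enrichments of 11.4 and 13.3 for NELFB:HA, 21.5 and 25.4 for NELFE, and 7.59 and 7.45 for SPT5. The fourth, on chromosome 2 from 122114250 to 122119857, had fold enrichments of 17.2 and 9.34 for NELFB:HA, 13.5 and 13.6 for NELFE, and 7.91 and 6.42 for SPT5. The fifth, on chromosome 11 from 3264473 to 3267434, had fold enrichments of 10.5 and 13.4 for NELFB:HA, 13.3 and 19.9 for NELFE, and 7.39 and 5.65 for SPT5. Each of the 5 ranked among the 95 strongest peaks of every library.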

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

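Of 132 alternatives computed for 24 results, 4 reversed the direction of a difference tested with both replicates, 68 moved a value given without a test by more than its error, and 60 did neither. That error was an SD of libraries or library pairs where one exists. Otherwise it was an interval that takes regions as independent, which they are not. Small changes, such as 98.4% to 97.9% for NELFB:HA regions in NELFE, thus count as moved, and the counts do not measure stability. The 68 include 13 values that leave out a replicate, which have no test, and 3 of these also changed sign. For a tested difference, doing neither means the same direction and the same side of the threshold, whatever the change in size. Among these, NELFB:HA minus NELFE in peak number fell to 92616.5 with the higher-scoring regions of each list, where it shrinks by construction, and NELFE minus SPT5 in median width went from −11 bp to −438.3 bp for the highest-scoring 10000 peaks and to −785.8 bp at a q-value of 0.01 or less. The thresholds on the q-value, the ranking by fold enrichment and every alternative for the long-region and shared-region results were chosen only after the data were seen. With 2 libraries per antibody no exact test can fall below 0.333, so an unchanged test outcome shows no stability. Using every sequence named in the lists removed or added no region and could not move a result. Promoter shares, genes with a promoter peak and their alternatives were not run.

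Peak number depended on the threshold. At a q-value of 0.01 or less, NELFB:HA minus NELFE reversed to −2257.5 and NELFE minus SPT5 reversed to 3848.5. NELFB:HA minus SPT5 kept its direction at 1591, above its pooled SD of 1168.5 but within the SD of same-numbered differences, 2303.8. The counts of the full lists are dominated by weak calls, and the cause of their spread was not tested. Leaving out each replicate number gave 139824 to 230641 for NELFB:HA minus NELFE, −118650 to 310654 for NELFB:HA minus SPT5 and −258474 to 80013 for NELFE minus SPT5, so both comparisons with SPT5 changed sign with the replicate. With the replicate block the differences of means are the same by construction, and the SDs of same-numbered differences were 64217.3, 303564 and 239346. The pairing check found correlations of −0.0192 to 0.00437 between same-numbered libraries in the ranks of regions, which leave out differences of a whole library.

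Median width of NELFB:HA minus SPT5 reversed to −179.5 bp for the highest-scoring 10000 peaks and to −381 bp at a q-value of 0.01 or less, and the cause was not tested. Leaving out a replicate gave 25 to 227 bp for NELFB:HA minus SPT5 and −61 to 39 bp for NELFE minus SPT5. The difference between NELFB:HA and NELFE stayed positive under each alternative, from 86 to 404.8 bp.

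Replicate overlap moved under each setting that changed the regions compared. In the order NELFB:HA, NELFE, SPT5 it was 33.4%, 25.8% and 53.6% for the higher-scoring regions of each list, 25.0%, 24.8% and 28.8% for equal numbers of peaks, and 85.1%, 91.3% and 81.6% for the highest-scoring 10000. It was 10.97%, 9.49% and 15.9% when 50% of both peaks had to overlap, and 95.4%, 92.3% and 94.2% at a q-value of 0.01 or less. With equal numbers the antibodies differed far less than in the full lists. The rank correlation between replicates was 0.505, 0.858 and 0.637 for the higher-scoring regions, 0.675, 0.786 and 0.610 for equal numbers, 0.487, 0.850 and 0.724 with 50% overlap, and 0.842, 0.906 and 0.706 at a q-value of 0.01 or less. The cause was not tested.

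Overlap between antibodies moved the same way. In the order NELFB:HA with NELFE, NELFB:HA with SPT5, NELFE with SPT5, it was 24.4%, 25.3% and 25.3% for equal numbers, 87.2%, 79.9% and 81.8% for the highest-scoring 10000, and 82.1%, 70.5% and 73.5% for the 10000 highest by fold enrichment. It was 11.5%, 10.7% and 10.4% with 50% overlap, and 95.4%, 89.8% and 94.97% at a q-value of 0.01 or less. For the higher-scoring regions it moved to 34.3% and 37.4% in the comparisons with NELFB:HA and stayed within the spread, at 34.2%, for NELFE with SPT5. Leaving out a replicate number gave 39.7% to 50.4%, 46.0% to 54.3% and 34.4% to 48.6%. The replicate block gave 45.1%, 50.2% and 41.5%, each within the spread of the library pairs.

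The share of covered length in long regions kept its direction in all 3 comparisons at q-values of 0.05 and 1e-05, with regions over 3 kb (where NELFB:HA minus SPT5 shrank to −21.8 points), for the highest-scoring 5000 regions and without each replicate. Leaving out a replicate gave 7.13 to 12.0 points for NELFB:HA minus NELFE, −40.2 to −27.8 for NELFB:HA minus SPT5 and −47.3 to −39.8 for NELFE minus SPT5. Shared replicated regions moved beyond counting error at q-values of 0.05 and 1e-05. NELFB:HA regions in NELFE went to 97.9% and 98.8%, and in SPT5 to 80.5% and 57.7%. NELFE regions in NELFB:HA went to 77.2% and 68.9%, and in SPT5 to 67.7% and 43.5%. SPT5 regions in NELFE went to 96.0% and 98.0%, and in NELFB:HA to 90.2% at 0.05, while the value at 1e-05 stayed in place at 91.2%. The cause was not tested.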

Other observations

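In the tests that follow, those of fragment extension, joined gaps, depth and batch for the long SPT5 regions, that of weak peaks away from strong regions, and those of site density and read coverage for chromosomes X and 14, were chosen only after the result was seen. The boundary used on chromosome 14 was also set after the density along it was seen.

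The full lists overlap more than circular shifts give. Shared regional density of peaks is a candidate explanation. When one list was moved by only 50 to 500 kb, 100 times per pair, which keeps regional density, the observed overlap stayed above every move in all 15 library pairs. Its ratio to the mean of the moves ran from 1.08 to 1.56, or 3.56 to 15.4 percentage points. Strong peaks shared between lists may be part of that excess. Among peaks above a q-value of 0.01 that touched no region at 0.01 or less in any list, the observed overlap again stayed above every move in all 15 pairs, with a ratio of 1.12 to 1.51, or 4.81 to 15.8 points. Leaving strong regions out lowered the excess in some pairs and raised it in others. It fell from 12.1 to 9.22 points for the second NELFE and second SPT5 libraries. It rose from 5.99 to 6.87 points for the NELFB:HA replicates and from 15.4 to 15.8 points for the SPT5 replicates. Regions removed from both lists leave shared gaps, which were not corrected for. Shared regional density at the scale of these moves may thus account for much of the overlap but left an excess in each pair, and its source was not tested.

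At a q-value of 0.01 or less, regions over 5 kb held a larger share of the covered length in both SPT5 libraries than in any NELF library. Median widths were 2900 and 2191 bp for SPT5, above the 1689.5 and 1830 bp of NELFE but not separate from the 2006 and 2323 bp of NELFB:HA. A longer fragment extension would lengthen regions, but it was 206 bp for SPT5 against 227 bp for NELF. Joining across wider gaps would also lengthen them, but the narrowest gap left between neighbouring regions was 825 bp in the SPT5 lists against 909 bp in the NELF lists. This gap was the same in all lists with the same extension, so it adds no evidence separate from the extension. With the same number of regions, the 5000 strongest per library, the lowest SPT5 share of covered length in regions over 5 kb still exceeded the highest NELF share by 27.7 percentage points. Depth placed the SPT5 libraries on opposite sides of all NELF libraries, at 27324697 and 62312558 tags, and at the threshold the lowest SPT5 share exceeded the highest NELF share by 27.8 points. Sequencing batch and the shared input remain, because 0 batches hold both SPT5 and NELF libraries, so the pattern cannot be told apart from a batch difference. A biological hypothesis is that SPT5 travels with elongating polymerase and may extend to one side of NELF sites. The strongest NELFE peak would then lie near an end of a long SPT5 region. Its mean distance to the nearer end, as a share of the largest possible distance, was 0.449 and 0.457 in the second SPT5 library, below all 1000 random placements (p of 0.001, the smallest they can give). In the first SPT5 library it was 0.499 and 0.507, within the random placements, which ran from 0.475 to 0.522 and from 0.476 to 0.520. The SPT5 replicates thus differ. Placement was compared with random positions alone, and not with a peak at the middle, which would give the largest possible value. Values within the random placements therefore do not count against the hypothesis, which these lists do not settle.

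Chromosome X stood out in all 6 full lists, and chromosome 14 in 3 of them. Peak density on X was 0.0683 to 0.191 of that of the median autosome across the 6 libraries, and 0.394 to 0.464 among regions at a q-value of 0.01 or less, so the relative density was higher by a factor of at least 2.43 there, while X stayed below every autosome. On chromosome 14 the density was 1.16, 1.15 and 1.41 of the median autosome in both NELFE libraries and the second SPT5 library, where it ranked 2, 2 and 1 of the 19 autosomes. In the other libraries it was 0.955 to 0.996, at ranks 12 to 17. At the threshold it was 0.704 to 0.767, at rank 18 or 19 in every library. Density of binding sites would give the same relative density among weak and strong regions, but the full lists were higher by a factor of at least 1.28 in every library. Weak calls may instead follow local read coverage. Beyond 95 Mb of chromosome 14, weak calls were 1.205 to 3.02 times as dense as before it. The local background there, implied by pileup divided by fold enrichment, was 1.17 to 1.42 times the median of the other autosomes in the 6 libraries, and 0.999 to 1.01 times before the boundary. Across libraries the excess of weak calls did not rise in step with this background. The second SPT5 library had the largest excess, 3.02, with the lowest background ratio, 1.17. The second NELFB:HA library had the smallest excess, 1.205, with a background ratio of 1.36. Both ratios were high in the NELFE libraries, at 2.20 and 2.18 with 1.39 and 1.42. In a scan of 513 bins of 5 Mb with at least 20 weak calls in each library, the 7 bins with the highest median over libraries were all on chromosome 14, up to 1.96, and the highest on any other chromosome was 1.11. Over the libraries the ratio was 1.05 to 1.2018 in the 2 bins between 100 and 110 Mb, 1.17 to 1.52 between 110 and 115 Mb and 1.50 to 1.81 between 115 and 120 Mb. Between 120 and 125 Mb it was 1.102 in the first SPT5 library and 1.99 in the second, which share an input, and 1.79 to 2.01 in the NELF libraries. Between 85 and 90 Mb, before the boundary, it was 1.09 to 1.30. The rise was thus uneven and not limited to the part beyond 95 Mb. Extra copies of distal chromosome 14 in these cells are a candidate explanation, as is any other source of high input coverage there, and the lists cannot tell them apart. On X the implied background was 0.964 to 0.991 of the other autosomes. It is taken at called regions only, where the caller sets a genome-wide lower limit, so it cannot show a low input coverage. No biological explanation was tested, since no group of samples differs in its chromosomes.

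The region of highest pileup in each list was not a region of high fold enrichment. It lay on chromosome 2 near 98666285 in the first NELFB:HA, second NELFE and first SPT5 libraries, on chromosome 17 near 39843054 in the second NELFB:HA and first NELFE libraries, and on chromosome 11 at 3193276 in the second SPT5 library. Pileup there was 271.5 to 352.4, with fold enrichments of 1.09 to 1.73 and at most 0.128 of the highest fold of the list. By −log10 p some of these regions still ranked high. The value was 21.9 in the second NELFB:HA library, within its 2000 strongest peaks. It was 18.8 in the first SPT5 library, within its 1000 strongest. In the other libraries it was 1.21 to 2.23. Each was among the 10 highest pileups of at least 2 of the 4 libraries of the other antibodies. Reads from repeated sequence that pile up in ChIP and input alike may explain these places, and no biological explanation was tested.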
